A study of Danio rerio with 6 samples.

How the data were processed

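Thrombocytes, the nucleated blood cells of fish that do the work of mammalian platelets, were sorted by flow cytometry from zebrafish larvae at 5 days after fertilization. Their RNA was sequenced as 6 libraries. The labels place 3 libraries in a control group, whose larvae carried the red fluorescent protein tagRFP under the promoter of itga2b, a thrombocyte gene. The other 3 libraries came from larvae in which the same promoter also drove the microRNA miR-150. Larvae of either group carried a second itga2b reporter with green fluorescent protein, and cells positive for the 2 colours were collected. Per the labels' protocols, RNA was extracted with a column kit for small samples, cDNA was amplified with a SMARTer kit for ultra-low input, and libraries were made with Nextera XT.

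The authors deposited a single table of raw read counts per Ensembl gene, with 1 column per library and 32520 genes. Each column was assigned to its library by the column name that the labels give. The aligner, the counting program, the genome build, the annotation release, the use of strand and the handling of PCR duplicates are not stated in the labels or the file header. The counts are whole numbers and their totals differ between libraries. Whether reads were collapsed to unique molecules is not stated, so sampling intervals and floors cover counting error only. Reads shared between near-identical gene copies or overlapping genes could have been split or dropped by the counting, and no gene was checked for this.

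The table identifies genes by Ensembl identifier and does not pair them with gene names. The RefSeq gene table at hand held no Ensembl identifiers, so 0 identifiers were paired with a name. Several tests fixed before the data were examined therefore could not be run. These were the fold changes of p2ry12 and myb, the 7 gene panels, the test of miR-150 seed matches in 3′ untranslated regions, the GC-content corrections and the total without mitochondrially encoded genes. No gene coordinates are given for the same reason.

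Differential expression was tested in R 4.3.3 with edgeR 4.0.16 on the counts as deposited. Genes were kept by filterByExpr, which left 15722 genes, and libraries were scaled by the trimmed mean of M-values (TMM). A model with genotype as its only term was fitted to all 6 libraries with glmQLFit and tested with glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value below 0.05. The adjustment ran over all genes tested, except in DESeq2. Under its default settings DESeq2 gave some of the genes tested no adjusted p-value. The standard error of a log2 fold change is the value that gives the F statistic of that test. Group differences in single values per library were tested with an exact two-sided permutation test over the 20 assignments of labels, whose smallest possible p-value is 0.1. Correlations between libraries were computed on log2 CPM (counts scaled to library size and TMM factor, prior count 2) over the genes tested. Absence was set at 3 counts, and detection at 5 counts or more.

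The rule for naming genes was fixed before the data were examined. With fewer than 3 genes past the threshold, it took the 5 genes with the smallest p-values, said not to pass. As no names were at hand, this was limited to 2 identifiers in each direction, which left 3.

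The alternatives fixed beforehand were DESeq2 size factors, upper-quartile scaling, no filter, a mean CPM of at least 5, limma voom with sample quality weights (limma 3.58.1), the DESeq2 Wald test (DESeq2 1.42.0), an adjusted p-value below 0.10, a minimum absolute log2 fold change of 1, each replicate left out in turn, and the replicate number as a block. The pairing for the block comes from the replicate numbers 1 to 3 in the sample titles. The labels do not say whether same-numbered libraries were prepared together. Others were chosen after seeing the data: the edgeR likelihood ratio test, a covariate for the share of counts in the 50 most counted genes, DESeq2 combined with the block, with that covariate or with each replicate left out, and the removal of a set of genes raised in 2 libraries. No alternatives were fixed beforehand for counts of genes with an unadjusted p-value below 0.05 or of genes whose groups do not overlap. The same held for the excess of within-group over between-group correlation and for the share of counts in the 50 most counted genes.

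The scripts were tested on simulated data drawn from the means and library sizes of the real genes. With a biological coefficient of variation of 0.3 and 200 genes changed 4-fold among 15622 genes tested, edgeR recovered 185 of them and made 12 false calls. Depth ranged from 12972258 to 22150519 counts per library, so that 3 counts correspond to between 0.135 and 0.231 CPM. All 6 columns were used.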

Results

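The series title names the variable response to drugs against P2Y12, the platelet receptor for ADP, and the design contrasted thrombocytes that overexpressed miR-150 with thrombocytes that did not. MicroRNAs pair with messenger RNAs and lower their abundance or translation. The comparison asked which transcripts differed in abundance between the genotypes. The data were 6 count profiles, with n = 3 control libraries and n = 3 miR-150 libraries.

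Control replicates 1, 2 and 3 held 20559611, 12972258 and 17330397 counts. miR-150 replicates 1, 2 and 3 held 17353158, 22150519 and 16616697 counts. The mean total was 16954089 ± 3807649 counts in the control group (SD, n = 3) and 18706791 ± 3005002 counts in the miR-150 group (SD, n = 3). This difference was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.5; the smallest p that 3 against 3 allows is 0.1). Of the 32520 genes in the table, 23046 had at least 1 count in some library.

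The number of genes with 5 counts or more was 15531 ± 1563 in controls and 16008 ± 1860 in miR-150 libraries (SD, n = 3 each; exact permutation test, two-sided, p = 0.7). Library composition varied more. The 50 most counted genes took 36.9%, 29.3% and 26.1% of counts in control replicates 1, 2 and 3. They took 29.0%, 39.5% and 47.4% in miR-150 replicates 1, 2 and 3. The group means, 30.8% ± 5.57 and 38.6% ± 9.24 (SD, n = 3 each), did not differ beyond the replicate spread (exact permutation test, two-sided, p = 0.3).

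**Figure D1:**
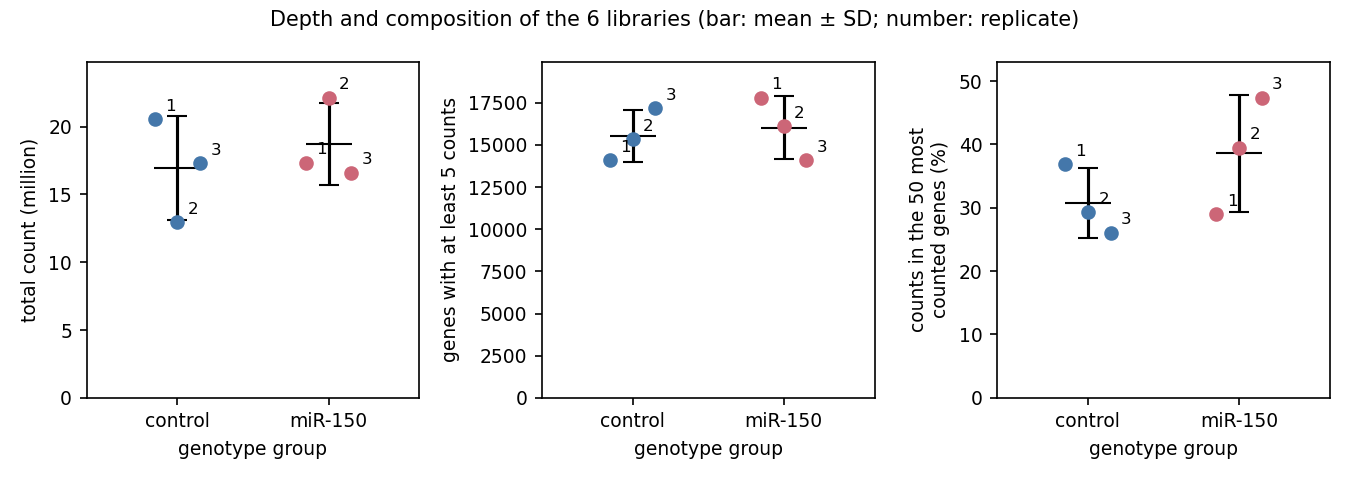
Total count, number of genes with at least 5 counts, and percentage of counts in the 50 most counted genes for each library, by genotype group (points, numbered by replicate; bars, mean ± SD, n = 3). The groups overlap in each panel, and miR-150 replicate 3 has the highest share of counts in the 50 most counted genes, 47.4%.

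No 2 libraries agreed within sampling noise. The chi-square statistic per degree of freedom, over genes with 10 or more counts in a pair of libraries, was at least 100 in all pairs. The libraries were counted as separate replicates because their labels number them as such. The biological coefficient of variation estimated by edgeR was 1.03 across the 2 groups. It was 1.02 within controls and 1.04 within miR-150 libraries.

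Pearson correlations of log2 CPM over the 15722 genes tested averaged 0.73 among controls, 0.68 among miR-150 libraries and 0.68 between groups. These correlations are across genes, which are not independent replicates. The mean within-group correlation exceeded the mean between-group correlation by 0.028. As large an excess arose in a share of 0.2 of the 10 ways to split the 6 libraries into 3 and 3 (exact permutation test, one-sided). miR-150 replicate 3 had a mean correlation of 0.60 with the other libraries, against 0.70 to 0.72 for each of the other 5. Its loading on the first principal component, which held 36.6% of the variance, was 0.87. Without miR-150 replicate 3 the within-group excess was -0.0034, so it rested on that library.

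**Figure D2:**
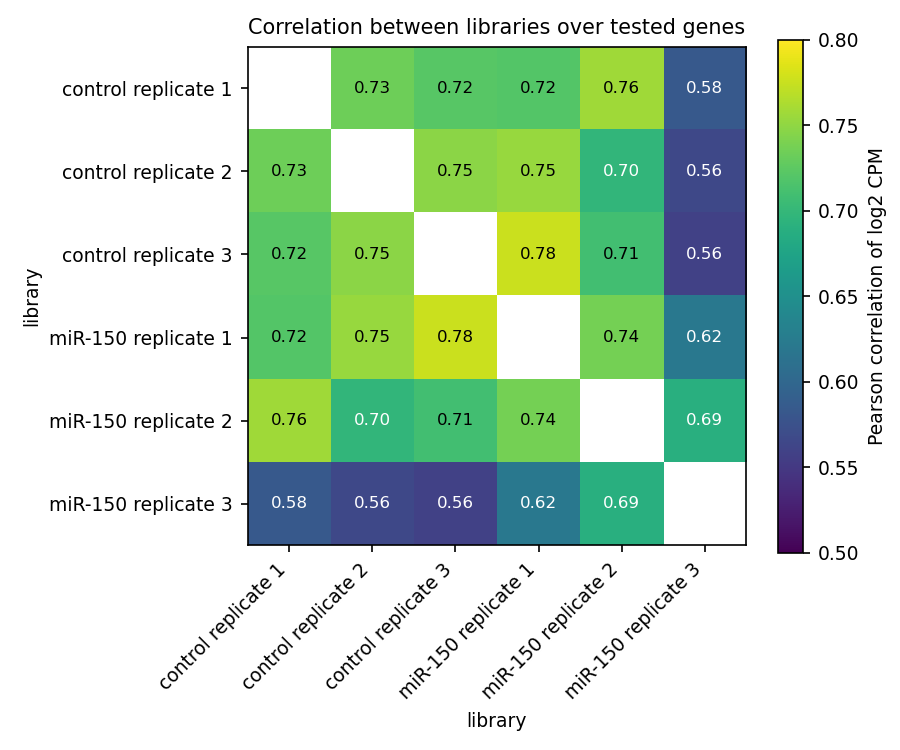
Pearson correlation of log2 CPM between each pair of the 6 libraries over the genes tested (colour scale from 0.5 to 0.8; the diagonal is left blank). miR-150 replicate 3 has its highest correlation, 0.69, with miR-150 replicate 2 and correlations of 0.56 to 0.58 with the 3 controls.

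In the genotype comparison, 0 of 15722 genes had an adjusted p-value below 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Genes higher in miR-150 thrombocytes therefore numbered 0, as did genes lower. The smallest adjusted p-value was 0.758. At an unadjusted p-value below 0.05 there were 855 genes, or 5.44% of those tested, where uniform p-values would give 786. Of these, 725 were higher and 130 lower in miR-150 libraries. Under upper-quartile scaling 76.8% of the genes at that level were higher, against 84.8% under TMM. The median log2 fold change over all genes was 0.044.

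Among the alternatives fixed beforehand, the switch from edgeR to DESeq2 moved the count of calls most. This switch changed the scaling, the dispersion estimates and the genes adjusted over along with the test. The change therefore cannot be credited to the test alone. Scaling alone did not produce it, as the edgeR test with DESeq2 size factors called 0 genes. The DESeq2 Wald test called 257 genes at an adjusted p-value below 0.05, with 232 higher and 25 lower in miR-150 libraries. All 257 had an unadjusted p-value below 0.05 in the edgeR quasi-likelihood test. Among them, 64 genes were at or below 3 counts in all 3 controls and 9 were at or below 3 counts in all 3 miR-150 libraries. The highest scaled value lay in miR-150 replicate 3 for 149 of the 257, in replicate 2 for 47, in replicate 1 for 36 and in a control for 25.

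With the replicate number as a block, edgeR again called 0 genes and the smallest adjusted p-value was 0.892. Genes with an unadjusted p-value below 0.05 fell in number to 552 under the block, and 413 of them were among the 855 found without it. Deviations of same-numbered libraries from their group means had a mean correlation of -0.11, with values of -0.19, -0.10 and -0.038 for replicate numbers 1, 2 and 3. DESeq2 called 257 genes without the block and 512 with it, and 201 genes were shared.

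**Figure D3:**
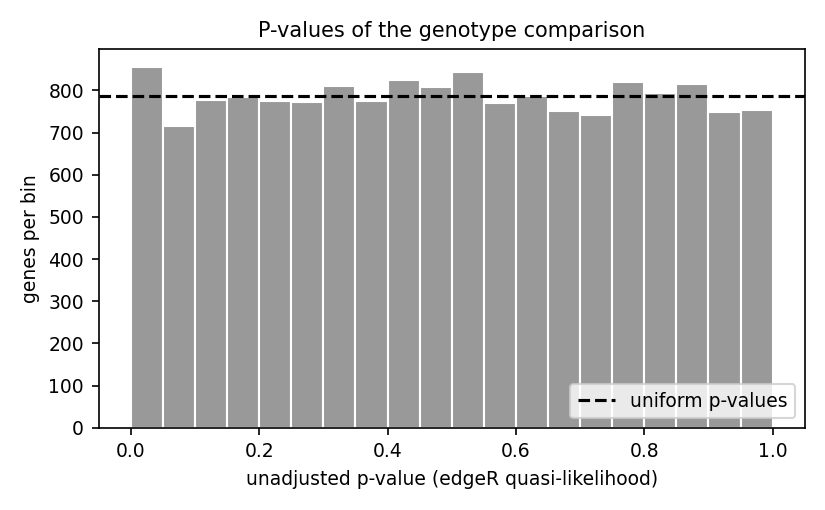
Number of genes per bin of unadjusted p-value (bin width 0.05) from the edgeR quasi-likelihood test of genotype over 15722 genes; the dashed line marks uniform p-values at 786 genes per bin. The lowest bin holds 855 genes and the remaining bins hold 716 to 843.

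As a measure free of a variance model, the scaled values of the 2 groups did not overlap for 2136 genes, or 13.6% of those tested, where chance gives 10%. Of these, 1201 were higher and 935 lower in all 3 miR-150 libraries. With a replicate left out, the number ranged from 3318 of 17255 genes, without miR-150 replicate 3, to 4491 of 16624, without miR-150 replicate 1. Chance gives a higher share with 3 libraries against 2 than with 3 against 3. Without miR-150 replicate 3 the share lay below that higher chance level, so the excess did not hold without this library. With any other replicate left out, the share stayed above it.

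The 3 genes with the smallest p-values, none of which passed the threshold, were absent from every library of one group. ENSDARG00000053853 had 0 counts in each control, and 344, 303 and 280 counts in miR-150 replicates 1, 2 and 3. Its mean in miR-150 libraries was 18.1 ± 2.37 CPM (SD, n = 3), at least 107-fold higher than the 3-count floor in controls. The edgeR p-value was 0.000219 and the adjusted p-value 0.758, against an adjusted p-value of 4.27e-10 in DESeq2.

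ENSDARG00000090170 likewise had 0 counts in each control and 196, 368 and 529 counts in miR-150 replicates 1, 2 and 3. That is 23.0 ± 15.0 CPM (SD, n = 3), at least 136-fold higher than the floor, with an edgeR adjusted p-value of 0.758 and a DESeq2 adjusted p-value of 2.77e-09. ENSDARG00000055566 went the other way, with 275, 291 and 237 counts in control replicates 1, 2 and 3 and 0 counts in each miR-150 library. Its control mean was 15.2 ± 4.01 CPM (SD, n = 3), so that it was at least 85.4-fold lower in miR-150 libraries, where the edgeR adjusted p-value was 0.758 and the DESeq2 adjusted p-value 3.66e-09. Under the replicate block, edgeR gave each of the 3 genes an adjusted p-value of 0.989. Genes at or below 3 counts in all 3 libraries of one group and at 100 counts or more in each of the other 3 numbered 6 for the genotype split. The other 9 splits of the libraries, which mixed the genotypes, held a median of 1 such gene and at most 20.

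**Figure D4:**
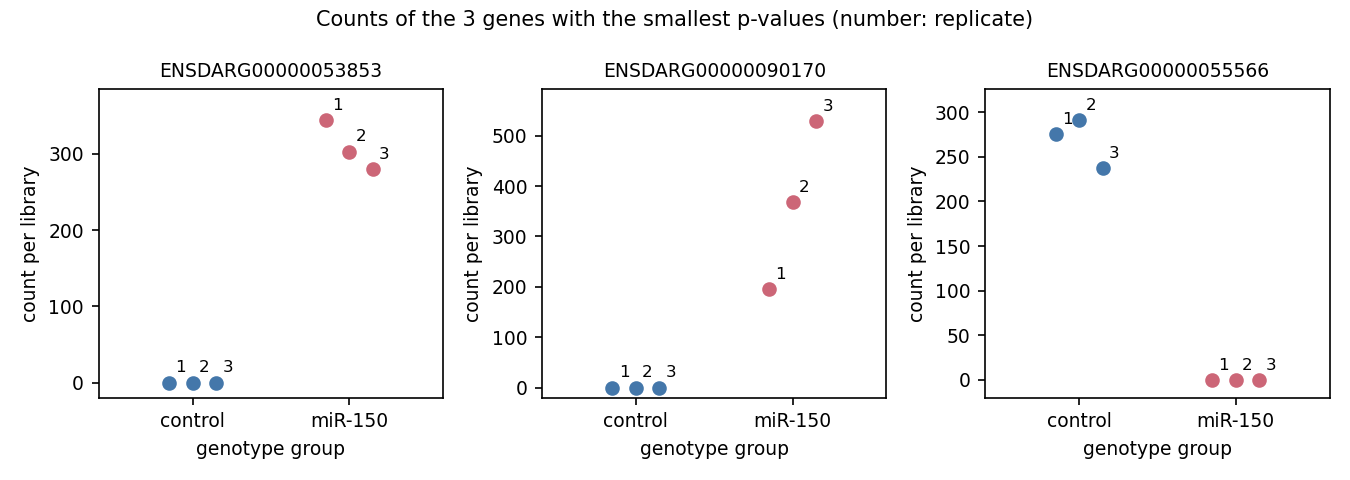
Counts per library, not scaled for depth, of the 3 genes with the smallest edgeR p-values, by genotype group (points, numbered by replicate). Each gene has 0 counts in all 3 libraries of one group and between 196 and 529 counts in each library of the other.

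The precision of the comparison was measured on simulated counts with the dispersions estimated from these libraries. Among 200 genes changed 4-fold, edgeR called 0. It called 58 of 200 genes changed 16-fold, with 2 false calls, and 123 of 200 genes changed 64-fold, with 10 false calls. In this simulation the edgeR test therefore did not detect 4-fold changes in 200 genes at this replicate spread. Genes were drawn independently and the draws were not repeated, so variation shared by many genes was left out for either test. The DESeq2 Wald test called 29 of the 200 genes changed 4-fold, with 102 false calls, and 129 of the 200 changed 16-fold, with 135 false calls. At 64-fold it called 153 of 200, with 127 false calls. With no gene changed, DESeq2 made 89 calls among 14238 simulated genes, and edgeR made 1.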

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

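The edgeR quasi-likelihood test called 0 genes under DESeq2 size factors, upper-quartile scaling, no filter, a mean CPM of at least 5, an adjusted p-value below 0.10, the replicate block, the covariate for the top-50 share, and each replicate left out. limma voom with sample quality weights also called 0. The fold-change minimum could not add calls and gave 0. Genes with an unadjusted p-value below 0.05 numbered 678 to 1312 when each replicate was left out in turn in edgeR, and 356 with the covariate. The smallest adjusted p-value among the quasi-likelihood fits came without miR-150 replicate 1, at 0.0598.

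Tests that treat the estimated dispersion as known, or shrink it in another way, gave other counts. The DESeq2 Wald test called 257 genes (232 higher, 25 lower in miR-150 libraries). The edgeR likelihood ratio test, which used gene-wise dispersions where the quasi-likelihood fit used the trended ones, called 201 (183 higher, 18 lower), of which 176 were among the 257. Calls thus also arose without DESeq2. Which of the 2 changes, in the dispersions or in the test, produced them was not tested. DESeq2 with the replicate block called 512 (424 higher, 88 lower). With the top-50 share as a covariate DESeq2 called 100 (86 higher, 14 lower). Without the 112 genes raised in miR-150 replicates 2 and 3 it called 151 (135 higher, 16 lower).

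Across the fits that each left out one replicate, in edgeR and in DESeq2, calls ranged from 0 to 598, those higher from 0 to 509 and those lower from 0 to 164. The edgeR fits all gave 0. The DESeq2 fits gave 210 to 598, and shared 134 to 202 genes with the 257 called on all 6 libraries. The share of DESeq2 calls that were higher in miR-150 libraries ranged from 64.5% without miR-150 replicate 3 to 97.5% without control replicate 3.

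Differences in library measures changed sign under some settings. The difference in mean total count, 1752703, became -130411 without the 50 most counted genes, and ranged from -238213 to 3555464 when one replicate was left out. The difference in genes detected, 477, ranged from -422 to 1435 genes when one replicate was left out. The excess of within-group over between-group correlation ranged from -0.00343 to 0.0732. The total count reversed without control replicate 2, the smallest library. The number of genes detected reversed without control replicate 1, the control with the fewest, and without miR-150 replicate 1, the miR-150 library with the most. The correlation excess reversed without miR-150 replicate 3. The excess in total count was gone without the 50 genes with the highest mean count. As the total also depends on sequencing depth, this does not place the excess in those genes. The higher top-50 share in miR-150 libraries kept its direction over 10 genes, over 500 genes and with each replicate left out, and was not past a threshold in any of these. Without the 112 genes raised in miR-150 replicates 2 and 3, the shares were 36.9%, 29.4% and 26.1% in control replicates 1, 2 and 3. They were 29.1%, 33.3% and 35.4% in miR-150 replicates 1, 2 and 3, so the highest share was then in a control.

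The 3 named genes kept their direction under all alternatives run. Each was past the threshold in 11 of them, all DESeq2 or likelihood ratio tests, and not in the other 14.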

Other observations

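The comparisons of library splits, the split by top-50 share, the pairwise search for shared raised genes and the share of those genes in miR-150 replicate 1 were chosen only after their results were seen. The other tests were set down before their results were seen. Because the 3 libraries of a group share replicate numbers with the other group, splits are compared first among the 4 that separate all 3 same-numbered pairs. The remaining 6 splits separate only 1 pair. Neither number of splits can give a share under 0.05.

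The genotype split did not give the most genes. In 2 of the 4 splits, and in 2 of all 10, DESeq2 called at least 257 genes. The same 2 of 4 held for genes with an unadjusted edgeR p-value below 0.05 and for genes whose groups did not overlap. The genotype split had 0 edgeR calls, so all 4 of 4 splits had at least as many by construction and that comparison carries no information. The split that exceeded the genotype set control replicate 1 with miR-150 replicates 2 and 3. It gave 411 DESeq2 calls, 1064 genes with an unadjusted edgeR p-value below 0.05 and 2394 genes without overlap (15.2%, where chance gives 10%). The remaining 8 splits gave 14 to 146 DESeq2 calls.

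Those 3 libraries are the ones with the highest share of counts in the 50 most counted genes, between 36.9% and 47.4%, against 26.1% to 29.3% in the other 3. They also have the lowest TMM factors, 0.81 to 0.92 against 1.15 to 1.19. With that share as a covariate, 64 of the 257 DESeq2 calls were still called. Neither this nor the 411 calls separates library concentration from genotype. The share was higher on average in miR-150 libraries, the covariate takes up a residual degree of freedom, and the split by it keeps miR-150 replicates 2 and 3 together. The share may reflect cell content as well as amplification, as part of it in miR-150 replicates 2 and 3 comes from a set of raised genes described next. Without that set the 3 libraries still had the highest shares, 36.9%, 33.3% and 35.4%, against at most 29.4% in the other 3. A within-batch check was not possible, as one side of the split holds 1 control and the other 1 miR-150 library.

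A set of 112 genes was at least 8-fold higher in miR-150 replicates 2 and 3 than in every other library. The other 14 pairs of libraries shared at most 14 such genes, with a median of 1.5, so sharing at random between any pair does not account for the 112. The set took 18.3% of counts in miR-150 replicate 2 and 27.0% in replicate 3. The exact Clopper-Pearson 95% intervals, which cover counting error only, ran from 18.26% to 18.29% and from 26.95% to 26.99%. It took 0.315% in miR-150 replicate 1 and 0.071%, 0.267% and 0.062% in control replicates 1, 2 and 3. The most counted gene of the set had 656681 and 555791 counts in miR-150 replicates 2 and 3, 4007 in miR-150 replicate 1, and 505 to 3180 in the controls. Of the 257 DESeq2 calls, 80 belonged to the set.

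A candidate explanation for this set is RNA from other cells carried through sorting into 2 of the collections. The share in miR-150 replicate 1, 0.315%, lay above all 3 controls but close to the highest, 0.267%. It is capped by the selection, which required the genes to be low in replicate 1, and so does not decide the question. Without gene names no list of cell-type markers could be applied. An effect of the genotype that varied between clutches or sorts remains open too. Over 1403 genes at least 8-fold higher in miR-150 replicates 2 and 3 than in control replicate 1, miR-150 replicate 1 was higher than the mean of control replicates 2 and 3 by a median log2 difference of 0.81. That was above all random gene lists of the same mean expression (percentile 100 among 10000 lists, median 0.33). The percentiles were 100 and 99.8 with control replicates 2 and 3 as the reference. The direction in replicate 1 is consistent with a difference tied to genotype or to how the miR-150 larvae were collected, and these cannot be told apart. Genes are not independent replicates, and this rests on 1 miR-150 library.

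miR-150 replicate 3 stood apart from the other 5 libraries. Depth was tested by drawing all libraries down to the smallest total, and its mean correlation with the others was then 0.61 and still the lowest. A second test asked whether transcripts were lost from this library alone. It was missing 860 genes, at or below 3 counts, that averaged at least 5 CPM in the other libraries. In miR-150 replicate 2 these genes were lower than in the other 4 libraries by a median log2 difference of -0.24, where random lists of the same expression gave 0.13 (percentile 0). Control replicate 1 was also low, at percentile 0.02, while the remaining 3 libraries were at percentile 100. These shifts were small beside the loss in miR-150 replicate 3. Each library was set against the other 4, so low values in some go with high values in others. All 5 lay at percentile 0, 0.02 or 100, so a low percentile is not specific to a shared loss. The values show only that these 860 genes differed from random lists in all 5 libraries. Whether transcripts were lost from miR-150 replicate 3 alone is therefore not decided. A difference in cell content between collections, and a shared loss of transcripts in low-input amplification, were not told apart.

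Genes with 3 counts or fewer in 1 library and at least 100 counts in each of the other 5 numbered 70, 17 and 3 for control replicates 1, 2 and 3. They numbered 0, 3 and 148 for miR-150 replicates 1, 2 and 3. The reverse pattern, at least 100 counts in 1 library and 3 or fewer in the others, was found for 4, 12 and 92 genes in control replicates 1, 2 and 3 and for 48, 6 and 15 genes in miR-150 replicates 1, 2 and 3.

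The leading genes of the comparison were absent from one genotype and present in every library of the other, which invites the hypothesis of a sequence or copy difference between the fish lines. Such a difference predicts that the genotype split holds more of these genes than other splits. It held 6, of which 5 were absent from controls and 1 from miR-150 libraries. In 3 of the 4 splits that separate the same-numbered pairs, the genotype split included, there were at least 6, and the split by top-50 share had 20. The typical other split held fewer, with a median of 1 over the 9 others and 2 or fewer in 6 of them. The genotype split thus exceeded most other splits but not all, and these counts neither establish nor exclude a line difference. All 6 were among the DESeq2 calls.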
